A study of Komagataella phaffii with 12 samples. Its data were reported in "Pseudohyphal differentiation in Komagataella phaffii: investigating the FLO gene family" (2020).

How the data were processed

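Chromatin accessibility was measured by formaldehyde-assisted isolation of regulatory elements followed by sequencing (FAIRE-Seq), in which fixed chromatin is sheared and extracted with phenol so that DNA free of nucleosomes is recovered in the aqueous phase. The samples came from glucose-limited chemostats of Komagataella phaffii CBS7435 and of the same strain with a disrupted FLO8 gene (flo8). Per the labels, steady-state samples were taken at a growth rate of 0.1 per hour (fast), at 0.05 per hour (slow) and again at 0.1 per hour after the return from slow growth (switchback), each after 5 residence times. The methods of the study describe chemostats run through these growth rates in turn, so libraries of different stages may come from the same culture. The labels do not link libraries to cultures. Input controls were fixed chromatin that was decrosslinked before the phenol extraction.

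According to the methods, the authors sequenced paired-end reads, mapped them with BWA to the CBS7435 genome and removed reads of low mapping quality. They called peaks with MACS2 against the input control on pooled replicates. The deposited lists differ from this description, since each holds the peaks of 1 library. The 6 WT lists have 5 columns and peak names in the style of MACS version 1, which also departs from the stated caller. The 4 flo8 lists have 10 columns in the narrowPeak format of MACS2. The 2 input lists have 6 columns and names in the style of the ZINBA caller. The strain and the format of the list therefore coincided in every FAIRE library, and the effect of one was not separable from that of the other.

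In the WT lists the authors' score was read as 10 times the −log10 of the peak's p-value, from the style of the lists alone, since they hold no p-value column, and the lowest score was 150.16. In the flo8 lists the deposited score is 10 times the −log10 p-value written in a further column, and the lowest −log10 p-value was 16.6. The flo8 lists also give the authors' fold enrichment over the control, a ratio, for each peak. The score of the deposited input regions runs up to 1. Scores were used to rank or filter peaks within 1 list, and once to apply a common minimum −log10 p-value to the 4 flo8 lists. The peak names of all 10 FAIRE lists were numbered without a gap. That gave no sign of removed peaks, but lists filtered before naming or renumbered later would look the same. The lists hold no read counts, so the depth of each library is unknown and no counting error of the accessibility itself could be given.

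Sequence names were brought to 1 form, and coordinates are those of the deposited lists on the CBS7435 genome, counted from 1. Peaks of the 10 FAIRE lists that shared at least 1 bp were merged into consensus loci, and a library was counted as holding a locus if any of its peaks lay in it. Loci for the stage patterns were merged from the 6 WT lists alone. Similarity of 2 lists was the Jaccard index, the bases covered by both divided by the bases covered by either. Peak number and covered length were compared between strains on the log2 scale with an exact two-sided permutation test that permuted the strain labels within each growth stage (54 arrangements). The tests over libraries took each library as an independent unit, which serial samples of a culture are not. Presence of each locus was compared between strains with a two-sided Fisher's exact test with Benjamini-Hochberg adjustment over all loci and a threshold of 0.05. Stage similarity among the WT lists was tested over the 15 ways to part 6 libraries into pairs (one-sided), and the similarity of the switchback lists over the 6 arrangements of the fast and slow labels (two-sided). Overlaps were set against 1000 random placements of the peaks within their chromosomes, or 100 per pair of lists for the Jaccard index. Chromosome lengths were taken as the highest coordinate in any list. Shares are given with 95% Clopper-Pearson intervals, which cover counting error over loci or peaks only.

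Loci named in the text were the 3 of each category with the highest mean within-list rank of the authors' score, ties going by chromosome and start. Categories of 5 or fewer loci are named in full, and the loci outside the rule are marked as chosen after their values were seen. The rule also listed the FLO family, ACT1 and other genes. The gene table at hand belongs to the strain GS115, and 0 of its 5040 genes carried a CBS7435 locus tag, so genes were not placed and the position of peaks relative to genes was not analysed here.

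The alternatives fixed before the data were examined were the higher-scoring 50% of each list, the same number of peaks from each FAIRE list (150, the length of the shortest), removal of peaks that overlap an input region, loci merged within 200 bp, presence over at least 50% of a locus, presence in either replicate of a stage, other permutation schemes, other overlap measures, the nuclear chromosomes alone for the peak number, and leaving out each replicate of WT fast, WT slow, WT switchback and flo8 fast in turn. Added after the data were examined were the nuclear chromosomes alone for the other results, every peak set to 500 bp about its midpoint, up to 199 peaks from each list (the length of the shortest WT list), and the stage patterns over the flo8 lists. The locus test was tested on simulated data for the comparison of the strains over 666 loci. With 200 loci planted as fully separated between strains it recovered 200 and called 1 other, and with 20 planted it recovered 0. Interval operations gave the same result as bedtools in 20 of 20 simulated sets. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, with bedtools 2.31.1 for the comparison.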

Results

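FAIRE-Seq peak lists were examined for 10 libraries and 2 input controls. The WT strain had 2 libraries each at the fast, slow and switchback stages. The flo8 strain had 2 libraries at the fast stage and 1 each at the slow and switchback stages, so the latter stages had no replicate check in this strain. The 12 lists held 3337 peaks in total, and 0 pairs of lists were identical. Sequencing depth was not known from the lists. The WT lists and the flo8 lists were in different formats, so each comparison of strains below is also a comparison of list formats.

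The first comparison asked whether the loss of Flo8 changed the amount of open chromatin. The WT lists held 219 and 199 peaks at the fast stage, 203 and 382 at the slow stage, and 356 and 346 at the switchback stage. The flo8 lists held 464 and 357 peaks at the fast stage, 510 at the slow stage and 150 at the switchback stage. Averaged over stages, the flo8 peak number was 0.20 higher than that of the WT on the log2 scale, which did not differ beyond the arrangements of the labels (exact permutation test, p = 0.704). Across the alternatives that kept all libraries the difference lay between 0.20 and 0.30. It was 0.50 when only the 4 pairs of libraries that share a stage and number were used. Across the 8 fits that each left out 1 library it lay between 0.051 (without WT slow replicate 1) and 0.36 (without WT slow replicate 2). The length covered by peaks was 244.9 ± 9.61 kb (SD, n = 2) in WT fast, 325 ± 116 kb (SD, n = 2) in WT slow and 352 ± 0.849 kb (SD, n = 2) in WT switchback. In flo8 it was 139.7 ± 21.6 kb (SD, n = 2) at the fast stage, 160.3 kb at the slow stage and 73.3 kb at the switchback stage. The flo8 minus WT difference in covered length was −1.35 on the log2 scale, or 39.2% of the WT length, with every flo8 list below every WT list (exact permutation test, p = 0.0185, the smallest that 54 arrangements can give). That p-value takes the libraries as independent and is too small if the stages share cultures. On the nuclear chromosomes alone, without the mitochondrial peak of the flo8 lists, the difference was −1.94 (exact permutation p = 0.0185). With every peak set to 500 bp the covered length followed the peak number by construction, and the difference of 0.20 (exact permutation p = 0.704) restated that result. Without WT switchback replicate 1 or 2 the exact p rose to 0.0556. Peaks were narrower in the flo8 lists, with a median nuclear width of 223 to 237 bp against 919 to 1057 bp in the WT lists. At the 373 loci held by at least 1 list of each strain, the flo8 peak was narrower at 373, with a median width of 24.9% of the WT width.

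**Figure D1:**
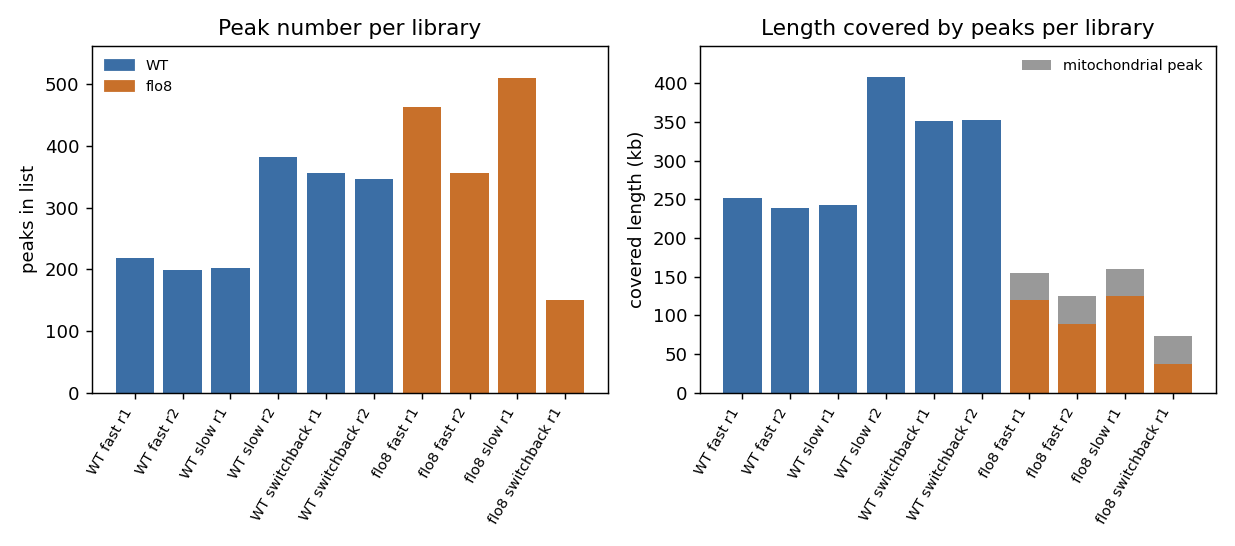
Number of peaks (left axis, peaks in list) and length covered by peaks (right axis, kb) in each of the 10 FAIRE libraries, with the WT in blue, flo8 in orange and the mitochondrial peak in grey. The 6 WT lists cover 238 to 407 kb and the 4 flo8 lists 73.3 to 160.3 kb.

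The strains were next compared at each growth stage, to ask whether the same regions were open. At the fast stage 139 of the 168 loci found in both WT libraries were also found in flo8 (82.7%, 95% Clopper-Pearson interval 76.2 to 88.1), whereas 160 of the 327 loci of both flo8 libraries were found in the WT (48.9%, 43.4 to 54.5). At the slow stage the shares were 164 of 188 (87.2%, 81.6 to 91.6) and 299 of 477 (62.7%, 58.2 to 67.0). The latter rested on 1 library, being 35.8% without WT slow replicate 2 and 61.2% without WT slow replicate 1. At the switchback stage the shares were 127 of 276 (46.0%, 40.0 to 52.1) and 142 of 146 (97.3%, 93.1 to 99.2). Random placement gave mean shares between 2.14% and 12.8%, and 0 of 1000 placements reached the observed share in any of the 6 comparisons. The lower share at each stage belonged to the direction that started from the longer lists. Requiring a peak to cover at least 50% of the locus moved the shares most, to between 0% and 3.03%. With 150 peaks from each list, the share of WT loci also found in flo8 was 51.2% at the fast stage, 42.1% at the slow stage and 61.5% at the switchback stage.

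Over all 10 libraries the peaks formed 666 consensus loci. Of these, 373 were found in at least 1 library of each strain, 120 in WT libraries only and 173 in flo8 libraries only. Presence differed between the strains at 0 loci with an adjusted p under 0.05 (Fisher's exact test with Benjamini-Hochberg adjustment), and at 76 loci with an unadjusted p under 0.05, 58 of them more often held by flo8 and 18 by the WT. The smallest possible p for 6 against 4 libraries was 0.00476, so about 64 fully separated loci would have been needed to pass the adjusted threshold. With 150 peaks from each list, 23 loci passed in the direction of flo8 and 21 in that of the WT. With up to 199 peaks from each list, or with the higher-scoring 50%, 0 loci passed in either direction. Yet 22 WT and 13 flo8 loci were fully separated with up to 199 peaks, and 17 and 15 with the higher-scoring 50%. Fully separated loci share 1 p-value, so they pass together or not at all. More loci were tested there (418 and 403) than with 150 peaks (340), so the fall to 0 does not show that the separation was lost. Requiring presence over at least 50% of a locus moved the WT count most, to 119, with 2 in the direction of flo8.

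A locus was found in every WT library and in no flo8 library in 4 cases. The leading one lay on chromosome 1 from 439528 to 441548, with ranks between 16 and 46 in the 6 lists. The second, on chromosome 3 from 1504955 to 1507471, ranked between 16 and 134 and overlapped an input region. The third lay on chromosome 2 from 2188255 to 2189490, with ranks between 65 and 200. The fourth, named after its values were seen, lay on chromosome 4 from 1805577 to 1806499, ranked between 24 and 183 and also overlapped an input region. The converse was found for 2 loci. One was a peak over nearly the whole mitochondrial sequence, from 10 to 35676. The other lay on chromosome 1 from 1839423 to 1839657, and the authors' fold enrichment there was between 3.16 and 3.61 in the 4 flo8 lists. The counts were sensitive to the number of peaks used. They became 21 for the WT and 23 for flo8 with 150 peaks from each list. Leaving out WT slow replicate 1 raised the WT count to 7, and leaving out WT switchback replicate 1 raised the flo8 count to 5. Leaving out a library removes a condition, so such rises are at least partly built in.

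Within the WT, it was asked whether libraries of the same growth stage were more alike than libraries of different stages. The Jaccard index was 0.600 ± 0.0815 (SD over 3 pairs) within stages and 0.538 ± 0.0654 (SD over 12 pairs) between stages, a difference of 0.0621 (exact one-sided permutation test, p = 0.0667, the smallest that 15 pairings can give). The pairing by stage thus had the highest value of the 15 by the Jaccard index, in a design that cannot pass 0.05. By the share of peaks that overlap by 1 bp, and by that with 50% reciprocal overlap, another pairing was as high or higher (exact permutation p = 0.133 for each). Random placement gave a mean index of 0.0165. The alternatives that kept all libraries lay between 0.0426 and 0.0744, and the difference was 0.115 and 0.123 without WT slow replicate 1 or 2, 0.0338 and 0.0206 without WT fast replicate 1 or 2, and 0.0357 without WT switchback replicate 1. The replicates of the fast stage had an index of 0.658 and those of the switchback stage 0.634, while the slow replicates had 0.507. WT slow replicate 1 was closer to the fast libraries, with 0.619 and 0.607, and WT slow replicate 2 was closer to the switchback libraries, with 0.627 and 0.639. With 150 peaks from each list the slow replicates had an index of 0.678 with each other.

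**Figure D2:**
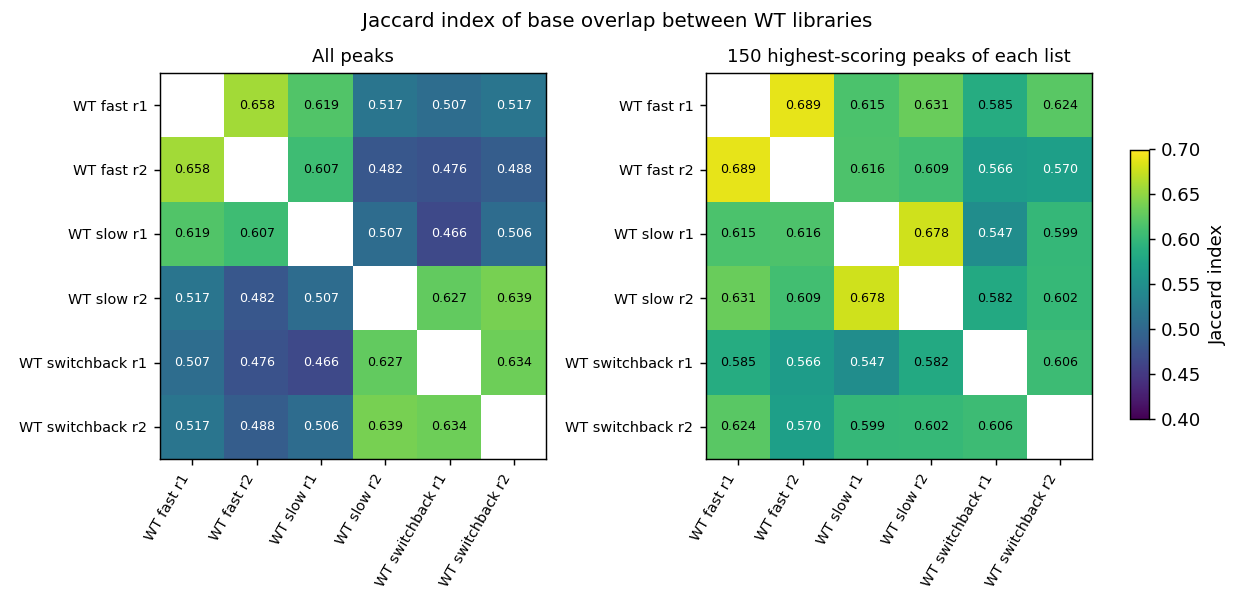
Jaccard index of base overlap (colour scale, no unit) for each pair of the 6 WT libraries, which are listed on both axes, with all peaks at the left and with the 150 highest-scoring peaks of each list at the right. The index of the slow replicates is 0.507 with all peaks and 0.678 with equal numbers.

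The return to fast growth was included in the design to ask whether changes at slow growth were reversed. The switchback libraries had a mean index of 0.560 ± 0.0867 (SD over 4 pairs) with the slow libraries and 0.497 ± 0.0184 (SD over 4 pairs) with the fast libraries. The difference of 0.0627 was not larger than other arrangements of the labels gave (exact permutation test, p = 0.667, where the smallest possible was 0.333). It was −0.0035 with 150 peaks from each list. Its sign rested on WT slow replicate 2, since the difference was −0.011 without that library and 0.136 without WT slow replicate 1.

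Loci were then sorted by the stages at which they were open in the WT. Of 493 WT loci, 129 (26.2%) were found in all 6 libraries and 123 in a single library. Loci open only at the first fast stage numbered 2, and as many were set apart by 6 of the 15 possible choices of 2 WT libraries, the real one included. At 13 loci a peak was found in all libraries of the slow and switchback stages and in no fast library, and 2 of the 15 choices of the closed pair gave as many. A further 4 loci were open only at the slow stage, which 4 of the 15 choices reached. Leaving out a library removes a condition from each pattern, so these counts could rise but hardly fall, and a rise alone shows no instability. The rises differed in size by library. Without WT slow replicate 1, the number open only after the slow stage rose from 13 to 65 and the number open only at the slow stage from 4 to 46. The number open only at the first fast stage became 6 without either fast replicate and 4 without WT slow replicate 2. Without WT fast replicate 1 or 2 the loci open only after the slow stage numbered 27 and 20. Without WT slow replicate 2 those open only at the slow stage numbered 9, and without WT switchback replicate 2 they numbered 7. With 150 peaks from each list the counts were 4 open only at the first fast stage, 3 open only after the slow stage and 83 open at all stages. When presence in either replicate was sufficient, they were 10, 111 and 222, with 51 open only at the slow stage.

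**Figure D3:**
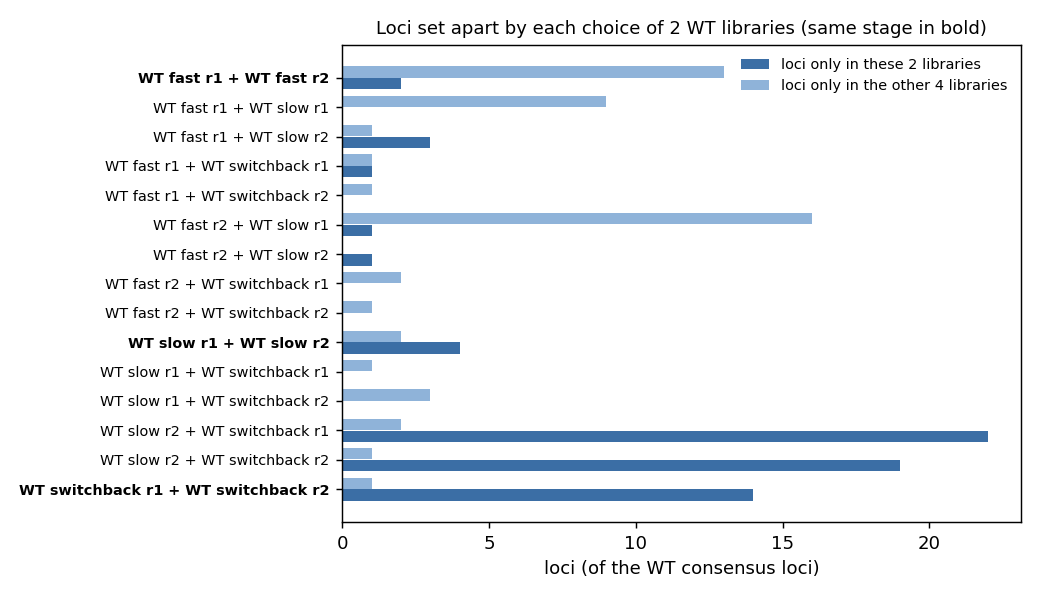
Number of WT loci (horizontal axis) found only in the 2 named libraries (dark bars) and only in the other 4 libraries (light bars), for each of the 15 choices of 2 WT libraries (vertical axis), with choices of 1 stage in bold. The fast pair has 2 and 13 loci, and the longest bar is the 22 loci shared by WT slow replicate 2 and WT switchback replicate 1 alone.

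Of the 2 loci open only at the first fast stage, the one on chromosome 2 from 1959429 to 1960573 ranked 74 of 219 and 63 of 199 in the fast libraries. The other, on chromosome 4 from 1490462 to 1492125, ranked 212 of 219 and 72 of 199. The leading loci open only after the slow stage lay on chromosome 3 from 146340 to 147543 (ranks 47 to 124), on chromosome 2 from 1919217 to 1920498 (ranks 72 to 126) and on chromosome 2 from 114548 to 115544 (ranks 130 to 159). The first and last of these were held by all 4 flo8 libraries, the fast ones included, and the other by 1 flo8 library, that of the slow stage. Whether they were closed in the WT at the fast stage or missed in the shorter WT fast lists is not decided by this. Those open only at the slow stage lay on chromosome 2 from 788721 to 790081 (ranks 66 and 99), on chromosome 1 from 1365878 to 1367104 (ranks 119 and 150, over an input region) and on chromosome 4 from 338257 to 339334 (ranks 120 and 261). A further slow-stage locus, named after its values were seen, lay on chromosome 1 from 2196879 to 2197804 with ranks of 200 of 203 and 344 of 382. The leading loci open at all stages lay on chromosome 1 from 2498722 to 2500311 (ranks 1 to 4), from 1940788 to 1943075 (ranks 2 to 11) and from 2502959 to 2505249 (ranks 1 to 49, over an input region). Genes at these positions were not assigned here.

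**Figure D4:**
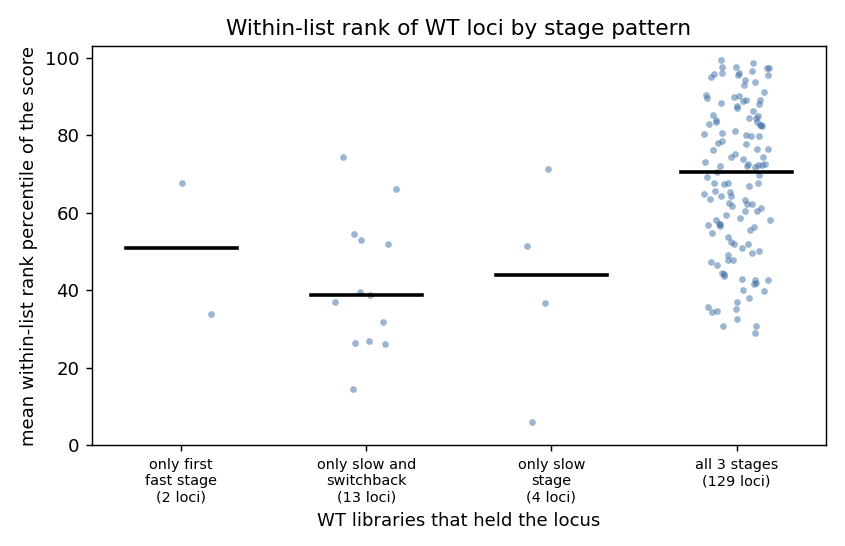
Mean within-list rank percentile of the authors' score (vertical axis, 100 is the highest score of a list) for each WT locus (points), by the stages at which the locus was open (horizontal axis), with medians as bars. The median is 70.4 for loci open at all stages and 38.9 for loci open only after the slow stage.

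Background was taken from the input lists, which held 71 regions for the WT and 80 for flo8, with 35 of the 71 WT regions overlapping a flo8 region. The share of FAIRE peaks that overlapped a region of either input was 8.26% ± 1.27 (SD, n = 6) in the WT lists and 3.87% ± 1.14 (SD, n = 4) in the flo8 lists. Random placement gave between 1.87% and 2.10% in the WT lists and between 1.04% and 1.09% in the flo8 lists. Placement alone thus also gave a higher share in the WT lists. Each library exceeded its placements (permutation p of 0.001, the smallest that 1000 placements can give, in 9 libraries, and of 0.002 in flo8 fast replicate 1, where 1 placement was as high; adjusted p of 0.00111 and 0.002). Requiring the overlap of 50% of the FAIRE peak moved the WT share most, to 4.66%, with 3.82% in the flo8 lists, so that the difference between the strains was smaller. That change follows at least partly from peak width, since the wider WT peaks need more overlapping bases to reach 50%.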

Values the study reported

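The study set a p-value threshold of 1e-10 for calling FAIRE-Seq peaks. It reported around 25 peaks in the category of stable changes that held the regions upstream of FLO400 and FLO5-1, which were open at the first fast stage and not afterwards. It reported around 350 peaks in the other category of stable changes. The text of the study describes these categories in opposite ways in different places. Open regions of the strain without FLO8 were reported not to differ significantly from those of the wild type at any sampling point.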

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

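The test of a common score minimum and the test on the mitochondrial peak were chosen after the results were seen.

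Peak number moved in opposite directions in the strains between the first fast stage and the switchback stage. Both WT switchback lists (356 and 346 peaks) were longer than both WT fast lists (219 and 199), a change of 0.75 on the log2 scale, while the single flo8 switchback list (150) was shorter than both flo8 fast lists (464 and 357), a change of −1.44. The flo8 change minus the WT change was −2.19, and 1 of the 18 arrangements of the strain labels within the stages gave as large a difference, the real one (exact permutation p = 0.0556, the smallest possible). The covered length also moved in opposite directions, with a difference of −1.44, but 8 of 18 arrangements gave as large a difference there (exact p = 0.444). A difference in score minimum between the flo8 lists was argued against, since at the common minimum −log10 p of 22.3 the next shortest flo8 list still held 356 peaks and the switchback list 150. What stays open is a lower depth or enrichment in that single library. The switchback list lacked a median of 44.8% of the higher-scoring and 91.0% of the lower-scoring peaks of the other flo8 lists, but this decides nothing, because lower-scoring peaks were shared less between WT lists of near-equal length as well. A biological difference between the strains after the switch back was untested beyond this, and with 1 flo8 library it cannot be told apart from chance.

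A signal outside the nuclear genome appeared in the flo8 lists. All 4 held 1 peak spanning nearly the whole mitochondrial sequence, ranked first in each list, with an authors' fold enrichment of 14.4 ± 2.07 (SD, n = 4), while the highest nuclear fold enrichment in any flo8 list was 5.13. The fold was 13.2 and 13.9 at the fast stage, 13.0 at the slow stage and 17.4 at the switchback stage, and the peak made up between 22.2% and 48.7% of the covered length of a list. The 6 WT lists and the 2 input lists held 0 such peaks. Because 4 of 4 flo8 lists and 0 of 6 WT lists had it, in step with the list format, a difference between strains and a difference in how the lists were called or filtered cannot be told apart. A whole sequence enriched over its input may reflect mitochondrial DNA being free of nucleosomes, which by itself would not set the strains apart. Copy number stays open only as a difference between a library and its input, since a shared copy number cancels in the ratio. Neither was tested.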

How the results depend on the processing

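The settings with peaks of 500 bp, with up to 199 peaks per list and, except for peak number, with the nuclear chromosomes alone, as well as the stage patterns over flo8, were chosen after the data were examined. Over all settings other than the fits that left out 1 library each, 131 values stayed the same, 63 moved, 1 became weaker and 2 reversed. Over the fits that left out 1 library each, 166 stayed the same, 24 moved and 2 became weaker. The cause was not tested unless given.

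Peak number by strain kept its direction and its p above the threshold in every setting that kept all libraries, with p between 0.448 and 0.704 (exact permutation tests). Its value lay from 0.051 to 0.36 across the fits that left out 1 library. Stage similarity kept its direction in every setting run, but its smallest possible p did not allow a call, and with 2 other overlap measures the exact permutation p was 0.133. Covered length was 0.20 with peaks of 500 bp (exact permutation p = 0.704), a change of sign that restates the peak number, since 1 width for all peaks removes the difference in width by construction. It was −1.94 on the nuclear chromosomes alone.

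With the higher-scoring 50% of each list, 17 loci were found only in the WT and 15 only in flo8. The WT loci also in flo8 were 61.7% at the fast, 54.6% at the slow and 32.4% at the switchback stage, and the converse shares 35.2%, 42.4% and 74.7%. Counts of WT loci by pattern were 1 only at the first fast stage, only after the slow stage 5 and at all stages 63. In flo8, 4 were open only after the slow stage, 65 only at the slow stage and 69 at all stages.

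With 150 peaks from each list, 23 loci differed in the direction of flo8 and 21 in that of the WT, and 23 and 21 were found in 1 strain only. WT loci also in flo8 were 51.2% (fast), 42.1% (slow) and 61.5% (switchback), and flo8 loci also in the WT were 45.9% (slow) and 65.1% (switchback). The WT loci numbered 4 only at the first fast stage, only after the slow stage 3 and at all stages 83, and switchback similarity reversed to −0.0035 (exact permutation p = 1). In flo8 the 4 patterns gave 10, 4, 28 and 81 loci. The share of WT peaks over input was 9.78%. With up to 199 peaks, 0 loci differed in either direction, and 22 were found only in the WT and 13 only in flo8. The WT shares were 56.9%, 51.6% and 61.0%, the flo8 shares 58.9%, 53.1% and 82.9%. WT loci numbered 6 only at the first fast stage and only after the slow stage 3. In flo8, 3 were open only after the slow stage and 37 only at the slow stage.

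Presence over at least 50% of a locus removed most narrow flo8 peaks by construction. It gave 119 loci more often in the WT, 2 more often in flo8 and 119 only in the WT. The WT shares fell to 2.40%, 1.07% and 0%, the flo8 shares to 3.03%, 1.57% and 0%, and 1 locus was open only at the first fast stage. With either replicate sufficient, the WT patterns gave 10, 111, 51 and 222 loci, and 78 flo8 loci were open only at the first fast stage. Without peaks over an input region, 2 loci were found only in the WT and 5 only in flo8. On the nuclear chromosomes alone, 1 locus was found only in flo8. The share of WT peaks over input was 4.66% when 50% of the peak had to overlap and 4.70% with the input of the same strain.

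Across the 8 fits that each left out 1 library, the covered length difference lay from −1.48 to −1.23, and without WT switchback replicate 1 or 2 its exact p was 0.0556. Loci only in the WT ranged from 4 to 7 and only in flo8 from 2 to 5. WT loci also in flo8 ranged from 74.4% to 82.7% (fast), 76.8% to 87.2% (slow) and 38.2% to 46.0% (switchback), and flo8 loci also in the WT from 40.4% to 49.1%, 35.8% to 62.7% and 89.7% to 97.3%. The loci open only at the first fast stage ranged from 2 to 6, only after the slow stage from 13 to 65 and only at the slow stage from 4 to 46, the highest of the last 2 without WT slow replicate 1. Switchback similarity ranged from −0.011 to 0.136. In flo8 the patterns ranged from 17 to 75 (first fast stage), 0 to 1 (after the slow stage) and 110 to 176 (slow stage). The counts by pattern and in a single strain could hardly fall in these fits, since leaving out a library removes a condition.

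Replicate numbers were shared between groups, but the correlation of the deviations of same-numbered libraries lay between −0.0829 and 0.121 over 6 pairs of groups, so the numbers were not taken to pair the libraries. A low correlation does not rule out that libraries of different stages came from the same culture. With the replicate block, over 4 pairs of libraries with 16 arrangements, the peak number difference was 0.50 (exact permutation p = 0.5) and the covered length difference −1.12 (exact permutation p = 0.125, the smallest possible). Stage similarity with the block was 0.0621 (exact permutation p = 0.167, the smallest possible). The block changed no other call. No paired analysis was possible for the locus counts because the 4 pairs that share a stage and number allow no p under 0.125, and the remaining results either come from no test or compare stages with too few arrangements. The position of peaks by gene was not run, nor were its alternatives. The unknown depth limits every count of absent peaks.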

Other observations

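The tests of the stage patterns, of WT slow replicate 1 and of the rank of loci were chosen after the results were seen. The tests of the locus counts by strain, of peaks absent from shorter lists and of peak widths were set before.

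Loci open only at the first fast stage numbered 2 here, and 10 when either replicate was sufficient. That is lower than the value quoted from the study above. Those open only after the slow stage numbered 13 here, 65 without WT slow replicate 1 and 111 when either replicate was sufficient. That is lower than the value quoted from the study above for its other category. The study describes its categories in opposite ways in different places, and they are matched here by the flocculin gene regions it placed in the smaller one. It also pooled replicates, whereas the counts here come from lists of single libraries. The lowest −log10 p-value was 15.0 in the WT lists, if their score is read as in the style of MACS version 1. That would be stricter than the threshold quoted from the study above.

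Other splits of the 10 libraries into 6 and 4 were drawn for the count of loci that differed between strains at an unadjusted p under 0.05. Of 100 splits, 2 gave at least the 76 loci of the real split. The other one gave 91 loci and had WT switchback replicate 1 in the place of the flo8 switchback library. A chance division of the libraries was thus argued against, but the strains and the list formats remain confounded. List length was not ruled out either, since the split with 91 loci exchanged a list of 150 peaks for one of 356. Among the 6 WT libraries, 6 of the 15 choices of 2 libraries gave as many loci as the first fast stage, 2 of 15 as many as the pattern open only after the slow stage, and 4 of 15 as many as the slow stage, and no share under 0.05 was possible.

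A candidate explanation of the loci open only after the slow stage is that 3 of the 4 later lists were longer than the fast lists. With 150 peaks from each list their number was 3, below the 4 of the reverse pattern. Their median within-list rank percentile of 38.9, against 70.4 for loci open at all stages, decides nothing, because the latter were selected for being in every list and so rank high in any case. Over the 15 pairs of a longer and a shorter WT list, a median of 74.3% of the lower-scoring peaks of the longer list were missing from the shorter one, against 15.6% of the higher-scoring peaks. This decides nothing either, because lists of near-equal length showed the same direction, with 38.8% against 5.06% for WT switchback replicate 1 (356 peaks) set against replicate 2 (346 peaks). The count at equal numbers is consistent with an effect of list length. Chromatin that opened at slow growth and stayed open was not excluded by it.

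WT slow replicate 1 was more alike the WT fast libraries than WT slow replicate 2. An exchange of labels between the slow and fast stages was not excluded. The highest index of a WT fast library with WT slow replicate 2 was 0.631 with 150 peaks from each list, below the 0.678 of the slow replicates by about 1 SD of the same-stage pairs (0.0450). It was 0.607 with 199 peaks from each list, below their 0.643 by more than the SD of 0.0246. Both values go against an exchange, but with all peaks the index was 0.517, above their 0.507, in lists of unequal length. A difference in list length (203 against 382 peaks) may be the source, since the index of the slow replicates was 0.678 with 150 peaks from each list, above the 0.615 and 0.616 of WT slow replicate 1 with the fast libraries. No biological explanation was tested, as the libraries share their group.

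The shorter covered length in flo8 may come from the list format. At 100% of the loci held by both strains the flo8 peak was narrower, as a different peak caller or fragment model would give. A true narrowing of open regions in flo8 was not separable from this.

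The stage patterns over the flo8 lists, with 1 library each at the slow and switchback stages, gave 17 loci open only at the first fast stage, 0 open only after the slow stage, 110 open only at the slow stage and 144 at all stages, of 590 loci. These patterns over flo8 were added after the data were examined. The slow list was the longest of the flo8 lists (510 peaks) and the switchback list the shortest (150 peaks). The counts of 0 and 110 can therefore not be told apart from an effect of list length. With 150 peaks from each list the 4 counts were 10, 4, 28 and 81.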
